A study of Mus musculus with 6 samples. Its data were reported in "Parathyroid Hormone Induces Bone Cell Motility and Loss of Mature Osteocyte Phenotype through L-Calcium Channel Dependent and Independent Mechanisms" (2015).

How the data were processed

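Mouse IDG-SW3 cells were differentiated to day 28 with 50 µg/ml ascorbic acid and 4 mM β-glycerophosphate and were then given PBS (Control, 3 samples) or 50 nM bovine PTH(1-34) (PTH, 3 samples) for 24 hours. RNA was extracted with Trizol, polyadenylated RNA libraries were made with a kit that does not mark strand, and they were sequenced on an Illumina instrument. Groups and replicate numbers were taken from the sample labels. The labels do not say that the wells came from separate cultures, so p-values measure only the spread between these wells, which may be technical.

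For each library the authors deposited gene-level FPKM values (fragments per kilobase of transcript, scaled to the mapped fragments of the library) of the kind Cufflinks writes, with a lower and an upper bound and a status for each of 23700 gene entries. The submitters' processing notes name the mouse build mm9, CASAVA 1.8, TopHat, Bowtie2, SAMtools and Cuffdiff. The versions of the last 4, the gene annotation and the strand setting of the counting are not given in the sources used here, so overlapping genes on opposite strands cannot be separated. The authors also deposited a Cuffdiff comparison of the groups with 23119 entries, which holds FPKM per group, the log2 fold change of PTH over Control, and p-values and q-values. Where the FPKM of 1 group is 0 that table can hold a marker in place of the log2 fold change. Of the entries with a marker 7 were significant, and they were kept in counts of 2-fold changes.

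A status of LOWDATA marked 285 entries in each library and FAIL marked 4 to 12. A status of HIDATA, which Cufflinks gives to a locus with more fragments than its limit, marked 2 entries in each Control library and none in the PTH libraries. These were Col1a1 and Col1a2, the type I collagen genes, which are listed at 0 FPKM in all 3 Control libraries. An FPKM of 0 there is a left-out estimate, so both genes were kept out of every test. Coordinates are those of the deposited files on mm9, printed 1-based. The listed start was read as 0-based because end minus start equalled the RefSeq gene length for 8686 of 20468 symbols, against 527 when 1 base was added.

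The half-width of the authors' bounds was read as 2 standard errors, and the square of FPKM over that standard error gives the number of fragments it implies. Outside type I collagen the implied numbers summed to 19043743, 13958213 and 18082847 in Control replicates 1, 2 and 3 and to 22479950, 23238240 and 24481480 in PTH replicates 1, 2 and 3. Every PTH library was thus deeper than every Control library. The median half-width of the bounds, over entries of at least 1 FPKM, was 8.23%, 9.65% and 8.48% of the FPKM in the Control libraries and 7.31%, 7.23% and 7.01% in the PTH libraries. These bounds cover the estimation error within a library only.

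The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a variance trend) on log2(FPKM + 1), for the 11900 entries with a mean FPKM of at least 1 over the 6 libraries, and 11798 entries fell below that filter. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 over all entries tested. Changes are differences in mean log2(FPKM + 1), which understates the change of weakly expressed genes. Ratios of mean FPKM are given for some of the named genes. For 42 symbols more than 1 entry was tested, and none of these is named. Genes with near-identical copies, among them Bglap and Bglap2, the granzymes and Fth1 with its processed pseudogenes, are uncertain because fragments can be divided between copies. For Sost, Dkk1 and Smpd3 the ratio of implied fragments was given an exact binomial 95% confidence interval, which covers counting error only. Ratio and interval were scaled by the relative fragment totals behind the authors' FPKM, because the PTH libraries were deeper.

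The test, the filter, the alternatives, 26 gene lists and the rule for named genes were fixed before the data were examined. The rule named the 10 largest rises and the 10 largest falls among called genes whose groups did not overlap, the genes the study discusses, up to 4 called members of each list with the largest change, and Actb and Gapdh as reference genes. It left out symbols of small RNAs, predicted genes and clone names. Alpl, Spp1, Runx2, Sparc, Bglap2, Capg, Sfrp4, Cxcl12, Nr4a1, Nr4a2, Sox9, Col3a1, Cacna1g, Enpp1, Ank, Slc20a1, Slc20a2, Mgp, Etv1, Gdnf, Fth1 and the neighbouring pairs were added after their values were seen. The lists covered mature and early osteocyte markers, osteoblast transcription factors and markers, mineralization, fibrillar collagens, cAMP-responsive genes, PTH receptor and cAMP signalling components, osteoclast regulators, the Wnt pathway, calcium channels, perilacunar remodelling, motility genes chosen by the study, semaphorins and their receptors, integrins, actin cytoskeleton, cell cycle, stress response, interferon response, growth factors, and granzymes with mast cell proteases. Markers of chondrocytes, adipocytes, tendon and fibroblasts, macrophages and osteoclasts, endothelium and skeletal muscle were included for other cell types. Some genes are in more than 1 list.

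The 23 lists with at least 5 tested members were tested with camera in limma at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over lists. Camera with an estimated correlation and fry were run beside it. In simulated data for the 11900 genes with 200 of them changed, the limma step recovered 88.1% of changes of 0.5, 95.5% of changes of 1 and 100% of changes of 2 on the log2 scale, and 4 unchanged genes were called. The simulation gave each gene independent noise and no shift common to a library. It therefore does not show how many of the real calls are false.

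Alternatives were pseudocounts of 0.1 and 0.01, no filter or mean FPKM of at least 0.1 or 5, rescaling to TPM, median-of-ratios scaling, quantile normalization, no variance trend, the replicate number as a block, only entries with status OK and loci of at least 300 bases, and leaving out each library in turn. After the data were seen, 3 more were added: the type I collagen genes kept at 0, voom weights on implied fragments, and rescaling to the implied fragments outside type I collagen and the 10 loci with most fragments. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.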

Results

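The transcriptome of IDG-SW3 cells, a conditionally immortalized mouse bone cell line that passes from an osteoblast-like to an osteocyte-like state in culture, was measured by RNA sequencing at day 28 of differentiation. Control cells (n = 3) were compared with cells treated for 24 hours with 50 nM PTH(1-34), the active fragment of parathyroid hormone (n = 3). The type I collagen genes Col1a1 and Col1a2 have no estimate in Control and are left out of the totals that follow. The deposited FPKM summed to 431519 to 463721 in the Control libraries and to 466367 to 481227 in the PTH libraries. Implied depth was 13958213 to 19043743 fragments in Control and 22479950 to 24481480 in PTH. Pearson's r of log2(FPKM + 1) across loci of at least 300 bases was 0.997 to 0.999 within groups and 0.910 to 0.912 between groups, and across all entries, short RNAs included, 0.957 to 0.965 and 0.876 to 0.888. Genes are not independent replicates in that measure. Ibsp, the bone sialoprotein gene, had the highest FPKM of any gene with an estimate in each Control library (14535 to 14856), and Fth1, the ferritin heavy chain gene, in each PTH library (9241 to 9648). The 5 genes with the highest FPKM held 11.2% to 11.7% of the total in Control and 6.44% to 6.77% in PTH.

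The comparison asked how osteocyte-like cells respond to PTH. The steepest losses included genes of mature osteocytes and mineralizing osteoblasts. Dmp1, a matrix protein of osteocytes, went from 827 ± 24.2 FPKM (SD, n = 3) in Control to 3.64 ± 0.236 in PTH, a fall by 7.48 on the log2 scale. Mepe, Ifitm5, Panx3, Smpd3, Sost, Car3, Slc36a2, Dkk1 and Esm1 followed, with log2 changes from -6.33 for Mepe to -5.07 for Esm1. The largest rise in log2(FPKM + 1) was in Prg4, the gene of lubricin, from 12.6 ± 0.604 to 759.7 ± 53.9 FPKM. Leaving out small RNAs, it was followed by the cytokine gene Il11, Tnfsf11 (RANKL), Tgfbi, Igfbp5, Il1rl1, Pde4b, Bdkrb1, Il4ra and Hs3st1, with log2 changes from 5.61 for Il11 to 4.25 for Hs3st1. Ratios of mean FPKM, to which no pseudocount is added, gave another order. By that ratio Hs3st1 (180.9), Bdkrb1 (166.6), Pde4b (109.8), Il11 (83.8) and Tgfbi (60.9) rose more than Prg4 (60.4). The ratio of Control to PTH was 566.5 for Sost, 280.7 for Dkk1 and 240.3 for Smpd3, against 226.9 for Dmp1. Absence of overlap between the groups was a condition for naming these 20 genes, and their limma adjusted p was at most 1.73e-07.

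Of 11900 entries tested, 8779 (73.8%) were called, 5988 higher and 2791 lower with PTH. The groups did not overlap for 9312 entries (78.3%), where chance alone gives 10%. A change of at least 2-fold was called for 1099 entries, 525 higher and 574 lower. The median log2 change of all tested entries was 0.15, and changes of that size and sign lie at the middle of the distribution. Under median-of-ratios scaling, which removed this shift, 3985 entries were higher and 4129 lower, and of those changed at least 2-fold 403 were higher and 696 lower. Quantile normalization gave 4613 higher and 3632 lower, and at least 2-fold 443 and 647. Among the reference genes Actb rose from 747.6 ± 25.7 to 1078 ± 25.2 FPKM and Gapdh from 463.6 ± 42.6 to 796.6 ± 34.7, and both rose under each of these scalings as well.

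**Figure D1:**
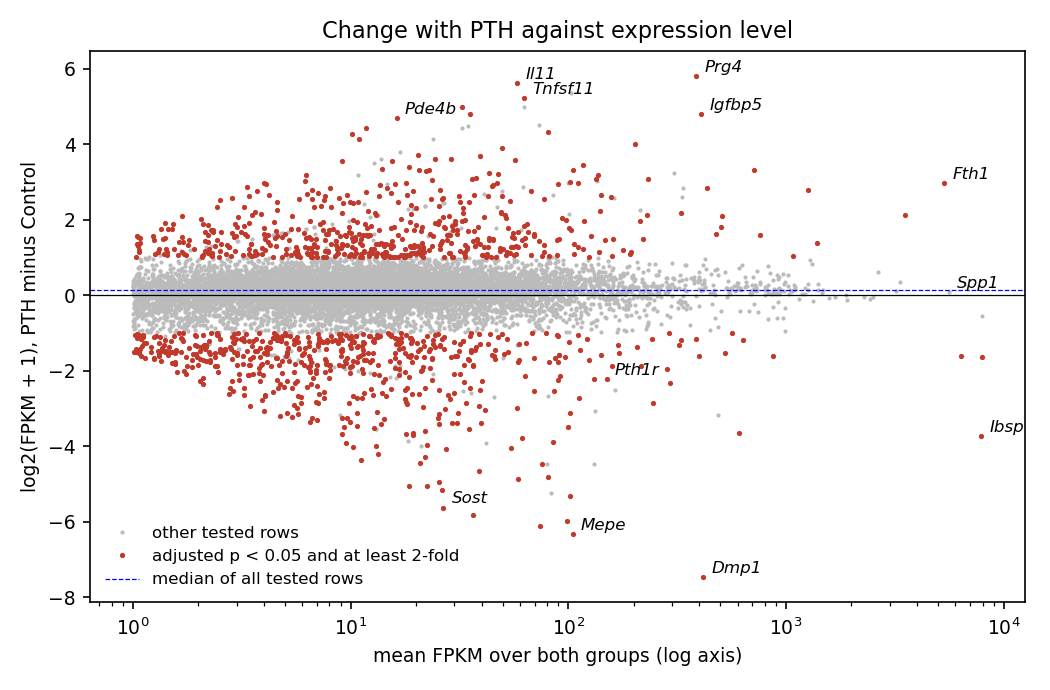
Log2 change (PTH minus Control, in log2(FPKM + 1)) against mean FPKM over the 6 libraries on a log axis, a point for each of the 11900 entries tested, in red where called with a change of at least 2-fold and with a dashed line at the median of 0.15. Dmp1 lies lowest at -7.48 and Prg4 highest at 5.81.

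Mature osteocyte markers fell almost as a block. Of 10 tested members 9 fell, all of them at least 2-fold, and 1 rose (median log2 change -3.12). Sost, which encodes the Wnt antagonist sclerostin and lies at chromosome 11, 101823772 to 101828329, went from 53.3 ± 5.10 to 0.0941 ± 0.0406 FPKM. The PTH value rests on 16 implied fragments against 6885 in Control. Scaled for the depth of the libraries, the ratio was 563.9 (exact 95% interval 347 to 987). Phex fell from 60.4 ± 3.06 to 7.51 ± 0.191 FPKM and Mef2c, a transcription factor gene that controls Sost, from 54.5 ± 1.92 to 4.29 ± 0.171. The riser was Capg, an actin-capping protein gene, from 62.0 ± 1.29 to 116.7 ± 5.54 FPKM. Camera gave an adjusted p of 1.61e-07 for a fall of the list, and an adjusted p of 0.202 with an estimated correlation. In the same libraries adipocyte markers fell in 11 of 11 cases and chondrocyte markers in 7 of 8.

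**Figure D2:**
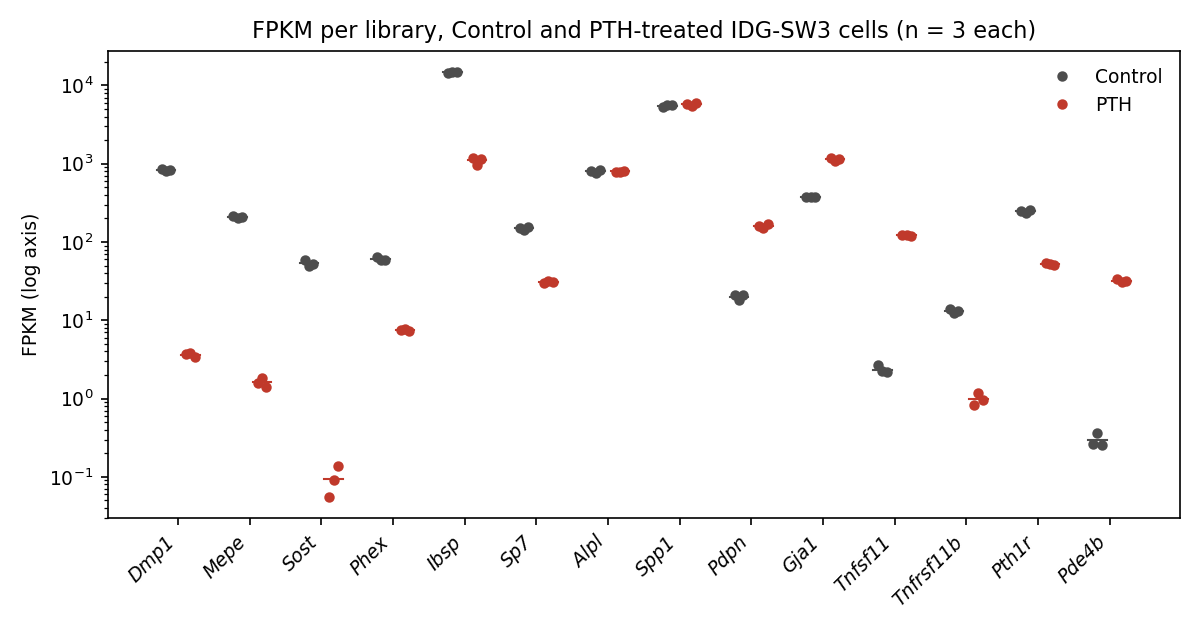
FPKM on a log axis of named marker genes in each of the 3 Control and 3 PTH libraries, with points for libraries and bars for group means. Dmp1 drops from a mean of 827 to 3.64 FPKM and Tnfsf11 climbs from 2.35 to 122.4 FPKM, with no overlap of the groups for either gene.

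Early osteocyte markers differed in direction. Pdpn, the podoplanin gene of embedding osteocytes, rose from 20.01 ± 1.68 to 160.0 ± 8.08 FPKM. Gja1, the gene of the gap junction protein connexin 43, rose from 375.3 ± 3.90 to 1141 ± 42.5. Of 6 tested members 4 rose and 2 fell, and the list as a whole was not called (camera adjusted p = 0.476, and adjusted p = 0.68 with an estimated correlation). Kera was below the filter, at 0.0249 ± 0.0229 FPKM in Control and 0.121 ± 0.0619 in PTH.

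Most osteoblast genes fell, and genes of mineralization were divided. Ibsp went from 14700 ± 161 to 1100 ± 128.2 FPKM, Dlx3 from 18.8 ± 0.744 to 0.318 ± 0.0384 and Sp7, the osterix gene, from 149.5 ± 5.85 to 30.7 ± 0.642. Bglap, the osteocalcin gene, fell from 11960 ± 390.8 to 3870 ± 348.4 FPKM, uncertain because of its near-identical copy Bglap2, which had 9660 ± 293.1 and 3133 ± 292.5. Alpl, the alkaline phosphatase gene, had 799.2 ± 28.2 FPKM in Control and 796.4 ± 2.89 in PTH (limma adjusted p = 0.926), and Spp1, the osteopontin gene, 5473 ± 171.8 and 5741 ± 289.8 (limma adjusted p = 0.34). The authors' deposited table lists Alpl at 845.5 FPKM in Control and 763.9 in PTH, a log2 fold change of -0.146 (Cuffdiff q-value 0.061). Spp1 has a Cuffdiff q-value of 0.59 there, so neither gene was called in that source. Runx2 fell only from 34.3 ± 1.24 to 31.0 ± 0.944 FPKM. Of 21 osteoblast transcription factors and markers 15 fell, 2 rose and 4 were not called (camera adjusted p = 3.46e-07, and adjusted p = 0.202 with an estimated correlation). Of 14 mineralization genes 8 fell, 1 (Alpl) was not called and 5 rose, namely Enpp1, Ank, Slc20a1, Slc20a2 and Mgp (camera adjusted p = 0.00512, and adjusted p = 0.332 with an estimated correlation). The other scalings were TPM, median-of-ratios, quantile and the rescaling outside the 10 loci with most fragments. Under each of them 9 of the 14 fell and 5 rose, which by these counts makes Alpl a fall. Its lack of a limma call thus holds only without rescaling. The phosphatase gene Phospho1 had the steepest fall of those not named before, from 114.4 ± 5.08 to 2.97 ± 0.241 FPKM.

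Dmp1, Ibsp and Mepe are neighbours on chromosome 5, at 104631636 to 104643121, 104728306 to 104740491 and 104754348 to 104767630. All 3 fell, while Spp1, the next member of this family of bone matrix genes, was not called.

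**Figure D3:**
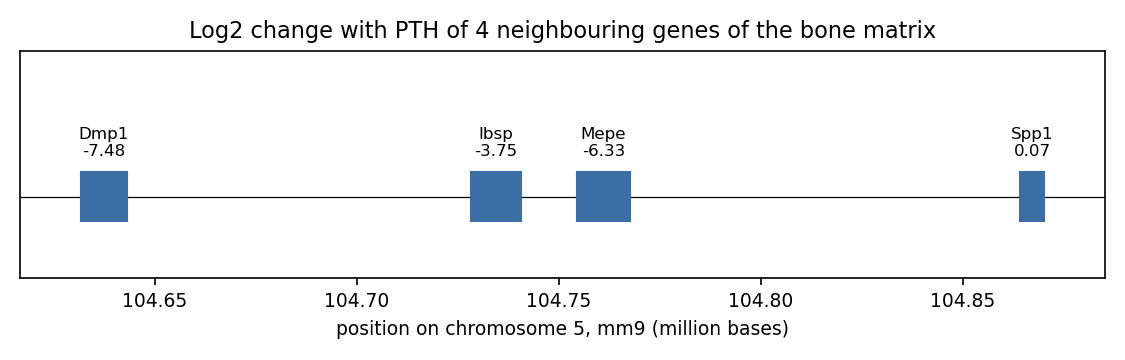
Map of the chromosome 5 region (mm9, position in megabases on the horizontal axis) with the gene spans of Dmp1, Ibsp, Mepe and Spp1 drawn to scale and the log2 change with PTH for each gene. Dmp1, Ibsp and Mepe changed by -7.48, -3.75 and -6.33, and Spp1 lies at 0.068 with no call.

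Collagen genes did not move together. Col11a2 fell from 146.8 ± 7.48 to 24.5 ± 2.96 FPKM, Loxl4, a crosslinking enzyme gene, from 48.8 ± 1.83 to 6.98 ± 0.286, and Col24a1 from 25.1 ± 1.90 to 7.12 ± 0.291. Col3a1 rose from 762.6 ± 61.2 to 2003 ± 212 FPKM. Of 31 tested members 18 fell, 11 rose and 2 were not called, and under the other scalings 19 to 20 fell and 10 to 11 rose. Camera gave an adjusted p of 0.00829 for a fall of the list, and an adjusted p of 0.532 with an estimated correlation. The call was lost under median-of-ratios scaling (camera adjusted p = 0.0649) and with Col1a1 and Col1a2 kept at the listed 0 (0.0541, range over the 20 alternatives 0.00527 to 0.0649). Sparc, the osteonectin gene, fell from 9521 ± 244.6 to 6427 ± 229.3 FPKM. Col1a1 and Col1a2 had no estimate in Control and entered no test.

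Genes that respond to cyclic AMP, the second messenger of the PTH receptor, were mostly higher. Pde4b, a cyclic AMP phosphodiesterase gene, rose from 0.294 ± 0.0615 to 32.2 ± 1.66 FPKM, Rgs2 from 3.51 ± 0.230 to 54.2 ± 2.04, Cebpb from 9.63 ± 0.625 to 43.8 ± 3.97 and Junb from 15.3 ± 1.59 to 66.4 ± 1.06. Of 19 tested members 17 rose, 11 of them at least 2-fold, and 2 fell, the orphan receptor genes Nr4a1 and Nr4a2 (camera adjusted p = 0.000438, and adjusted p = 0.202 with an estimated correlation). The receptor gene itself, Pth1r, fell from 247.6 ± 12.8 to 52.4 ± 1.66 FPKM. Among PTH receptor and cAMP signalling components Rapgef4 also fell, from 19.1 ± 0.335 to 3.77 ± 0.0347, while the phospholipase gene Plcb1 rose from 3.17 ± 0.115 to 12.7 ± 0.292 and the arrestin gene Arrb1 from 3.72 ± 0.0889 to 10.3 ± 0.0729. Of 23 tested members 12 rose, 6 fell and 5 were not called, and under the other scalings 10 to 11 rose and 7 to 10 fell. That list was not called (camera adjusted p = 0.941, and adjusted p = 0.957 with an estimated correlation). Its median (0.27) and mean (0.072) and fry's direction were upward, while camera's direction, relative to other genes, was downward, and without PTH replicate 3 camera's direction turned upward at an adjusted p of 0.932 (0.35 to 0.985 over the 20 alternatives).

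Voltage-gated calcium channel subunits changed in opposite directions. Cacna1c, an L-type channel gene, rose from 1.43 ± 0.0799 to 4.49 ± 0.322 FPKM (ratio 3.13). Cacna1d, another L-type gene, rose from 1.503 ± 0.03147 to 2.554 ± 0.4056 FPKM (limma adjusted p = 0.00167). Cacna1h, a T-type channel gene, fell from 5.35 ± 0.108 to 1.07 ± 0.0326, a ratio of Control to PTH of 4.98. Cacna1g, another T-type gene, rose from 5.003 ± 0.339 to 6.74 ± 0.735 (limma adjusted p = 0.00468). Cacnb3 fell, from 33.5 ± 1.68 to 14.2 ± 0.539 FPKM. Of 7 tested members 3 rose, 3 fell and 1 was not called, and the list was not called (camera adjusted p = 0.439, and adjusted p = 0.577 with an estimated correlation). The median of this list was 0.23, its mean -0.10, and the tests pointed downward.

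Most genes for signals that act on osteoclasts rose. Tnfsf11 rose from 2.35 ± 0.270 to 122.4 ± 1.39 FPKM, while Tnfrsf11b, the gene of its decoy receptor osteoprotegerin, fell from 13.2 ± 0.787 to 0.979 ± 0.175. Il11 rose from 1.37 ± 0.0185 to 115.1 ± 11.7 FPKM, Ccl2 from 3.44 ± 0.718 to 42.6 ± 0.211 and Cxcl1 from 0.632 ± 0.337 to 17.7 ± 0.871. Cxcl12 fell from 487.4 ± 55.6 to 96.5 ± 22.2. Of 13 tested members 10 rose and 3 fell, with 7 and 2 at least 2-fold. The list narrowly missed the call (camera adjusted p = 0.0505, and adjusted p = 0.332 with an estimated correlation). It passed in 9 of the 20 alternatives, among them without Control replicate 1 (0.0445) and without Control replicate 2 (0.0451), over a range of 0.0064 to 0.0841. Oscar was below the filter, at 0.343 ± 0.0796 FPKM in Control and 0.158 ± 0.00802 in PTH. Nfatc4, which the study discusses, rose from 11.4 ± 0.201 to 42.4 ± 0.932 FPKM.

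Secreted Wnt antagonists moved in both directions. Dkk1 fell from 37.1 ± 2.11 to 0.132 ± 0.0183 FPKM and Frzb from 41.3 ± 1.63 to 2.48 ± 0.229, while Sfrp4 rose from 48.8 ± 1.51 to 417.4 ± 5.69 and the ligand gene Wnt4 from 3.30 ± 0.134 to 41.2 ± 3.09. The PTH value of Dkk1 rests on 24 implied fragments against 5218 in Control. Scaled for the depth of the libraries, its ratio of Control to PTH was 284.9 (exact 95% interval 191 to 445.1). Of 26 tested Wnt pathway members 12 rose, 13 fell and 1 was not called (camera adjusted p = 0.127, and adjusted p = 0.464 with an estimated correlation). Growth factor genes were also divided. Igfbp5 rose from 27.7 ± 1.43 to 790.2 ± 22.1 FPKM and Ptn, the pleiotrophin gene, from 23.8 ± 4.63 to 82.4 ± 8.54. Bmp3 fell from 40.9 ± 1.27 to 0.917 ± 0.0387, Nog, a BMP antagonist gene, from 11.1 ± 0.824 to 1.98 ± 0.348 and Pdgfa from 52.6 ± 2.48 to 13.9 ± 0.383. Of 24 tested members 12 rose, 9 fell and 3 were not called (camera adjusted p = 0.386, and adjusted p = 0.627 with an estimated correlation), with a median of 0.31, a mean of 0.014 and tests that pointed downward.

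Genes tied to migration and the cytoskeleton rose in part. All 8 tested motility genes rose, a list the study chose on these samples and so no independent evidence of direction (camera adjusted p = 0.000504, and adjusted p = 0.202 with an estimated correlation). Plat, the tissue plasminogen activator gene, rose from 11.3 ± 0.421 to 74.2 ± 2.24 FPKM, Sema3c from 3.08 ± 0.478 to 23.9 ± 1.13, Itga11 from 36.2 ± 0.188 to 151.7 ± 5.32 and Egfr from 3.29 ± 0.520 to 13.4 ± 0.877. Sema4f, Etv1 and Gdnf were below the filter, and Sema4f had 0.165 ± 0.0705 FPKM in Control and 0.849 ± 0.0689 in PTH. Other semaphorins and their receptors fell more often than they rose. Nrp2 fell from 196 ± 3.54 to 28.9 ± 0.469 FPKM, Sema3b from 31.2 ± 2.20 to 4.59 ± 0.411 and Sema4d from 9.10 ± 0.393 to 1.09 ± 0.111. Of 21 tested members of that list 11 fell, 5 rose and 5 were not called, and under the other scalings 12 to 13 fell and 4 rose. Camera gave an adjusted p of 0.00512 for its fall, and an adjusted p of 0.235 with an estimated correlation, and the call was lost with a mean FPKM of at least 5 (0.0559, range over the 20 alternatives 0.00424 to 0.0559).

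Integrin genes had no common direction. Itga10 fell from 33.8 ± 0.554 to 4.69 ± 0.106 FPKM and Itgbl1 from 11.7 ± 1.21 to 2.18 ± 0.0968, while Itgb8 rose from 0.551 ± 0.0733 to 4.12 ± 0.201. Of 13 tested integrins 5 rose, 6 fell and 2 were not called (camera adjusted p = 0.226, and adjusted p = 0.577 with an estimated correlation), and the median was 0.0091 where the mean was -0.15. Of 25 actin cytoskeleton genes 15 rose, 6 fell and 4 were not called (camera adjusted p = 0.386, and adjusted p = 0.806 with an estimated correlation). Under the other scalings 13 to 15 of them rose and 8 to 9 fell. Tagln2 rose from 85.4 ± 7.57 to 375.2 ± 10.3 FPKM, Cnn3 from 121.2 ± 9.28 to 267 ± 2.94 and Vim from 886 ± 45.9 to 1696 ± 39.6, and Ezr, the ezrin gene, fell from 5.96 ± 0.0610 to 1.48 ± 0.0919.

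Cell cycle genes rose together by small amounts. All 25 were called higher and 1 of them, Ccne1, at least 2-fold, from 9.15 ± 0.288 to 19.3 ± 0.744 FPKM. Rrm2 rose from 40.4 ± 0.137 to 76.4 ± 3.41, Mcm7 from 19.6 ± 1.17 to 35.8 ± 1.35 and Aurkb from 6.50 ± 0.745 to 11.7 ± 1.22. The median change of the list was 0.63, which is 0.48 above the median of all entries, and 23 to 25 members rose under the other scalings (camera adjusted p = 0.000438, and adjusted p = 0.532 with an estimated correlation). Its members also moved together among libraries of the same group, at an estimated correlation of 0.749, so the 25 rises are not separate results. Perilacunar remodelling genes, which osteocytes use to resorb the matrix around them, rose in 10 of 12 cases and in 7 to 8 under the other scalings. The list was not called (camera adjusted p = 0.161, and adjusted p = 0.464 with an estimated correlation). Mmp13 rose from 2093 ± 113.8 to 3212 ± 135.6 FPKM, Mmp2 from 460.2 ± 13.3 to 762.1 ± 5.39 and Adamts4 from 7.16 ± 0.145 to 30.2 ± 1.19, while Car2, a carbonic anhydrase gene, fell from 4.09 ± 0.743 to 0.103 ± 0.0584.

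All 6 tested granzymes and mast cell proteases, serine protease genes on chromosome 14, rose at least 2-fold. Gzme rose from 26.2 ± 1.38 to 246.4 ± 17.9 FPKM, Mcpt8 from 8.53 ± 0.340 to 86.8 ± 5.06, Gzmd from 4.82 ± 0.266 to 73.5 ± 5.62 and Gzmb from 0.141 ± 0.102 to 7.89 ± 0.925. These genes are similar in sequence, so the division of fragments among them is uncertain. The list was drawn up from genes seen in the study's own results on these samples and is no independent evidence of direction (camera adjusted p = 0.00106, and adjusted p = 0.332 with an estimated correlation).

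Adipocyte markers and most chondrocyte markers fell with PTH, and tendon and fibroblast markers were divided. All 11 tested adipocyte markers fell, with a median log2 change of -1.86 (camera adjusted p = 4.9e-06, and adjusted p = 0.332 with an estimated correlation). They moved together among libraries of the same group, at an estimated correlation of 0.813. Fabp4, a lipid carrier gene of adipocytes, went from 428.2 ± 80.1 to 61.7 ± 27.5 FPKM, Lpl from 69.8 ± 8.31 to 8.40 ± 2.76, Retn from 24.5 ± 7.43 to 1.93 ± 0.635 and Plin1 from 13.1 ± 2.04 to 1.29 ± 0.278. Of 8 chondrocyte markers 7 fell, among them Col2a1 from 20.2 ± 1.79 to 2.21 ± 0.190 FPKM, Col10a1 from 24.3 ± 3.12 to 4.44 ± 0.450 and Acan from 2.96 ± 0.0949 to 0.149 ± 0.0248. The exception was the transcription factor gene Sox9, which rose from 8.10 ± 0.454 to 12.9 ± 0.277 (camera adjusted p = 0.000438 for the list, and adjusted p = 0.202 with an estimated correlation). Of 11 tendon and fibroblast markers 6 fell, 3 rose and 2 were not called (camera adjusted p = 0.0782, and adjusted p = 0.464 with an estimated correlation). Lum fell from 780.5 ± 43.0 to 268.3 ± 11.8 FPKM, Dcn from 460.4 ± 16.7 to 182 ± 1.202 and Thbs4 from 2.68 ± 0.560 to 0.212 ± 0.0561, and Dpt rose from 0.681 ± 0.0883 to 6.35 ± 0.701.

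Markers of blood, vessel and muscle cells were mostly below the filter, and these lists were too short to test. Of the macrophage and osteoclast markers 3 were tested, of which Lyz2 fell from 11.3 ± 0.575 to 4.36 ± 0.534 FPKM, Cd68 rose from 1.02 ± 0.155 to 2.20 ± 0.525 and Fcer1g fell from 5.46 ± 1.47 to 3.48 ± 0.213. The call of Fcer1g was lost without Control replicate 3 (limma adjusted p = 0.0639), without PTH replicate 1 (0.0537) and without PTH replicate 2 (0.0725). The endothelial marker tested, Eng, fell from 25.3 ± 0.892 to 21.7 ± 0.298 FPKM, and the muscle marker tested, Acta1, rose from 12.3 ± 0.187 to 18.4 ± 0.437.

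Stress and interferon genes were divided, with more falls than rises. Of 17 members of the unfolded protein and integrated stress response 8 fell, 3 rose and 6 were not called (camera adjusted p = 0.0182, and adjusted p = 0.464 with an estimated correlation). Under the other scalings 10 to 11 of them fell and 3 rose. Creb3l1, a transcription factor gene of collagen secretion, fell from 254.2 ± 8.16 to 86.8 ± 0.796 FPKM, Chac1 from 25.3 ± 2.08 to 12.4 ± 1.81 and Psat1 from 40.2 ± 3.54 to 26.2 ± 1.26, and Trib3 rose from 5.67 ± 0.3504 to 9.10 ± 2.19. Of 16 interferon response genes 7 fell, 4 rose and 5 were not called (camera adjusted p = 0.0321, and adjusted p = 0.332 with an estimated correlation). Under the other scalings 8 to 10 of them fell and 3 rose. B2m fell from 1307 ± 26.9 to 676.9 ± 48.6 FPKM, H2-K1 from 166.2 ± 3.44 to 88.9 ± 5.55, Bst2 from 20.2 ± 1.85 to 10.6 ± 1.19 and Isg15 from 5.43 ± 0.946 to 1.91 ± 0.805. The interferon call held in 13 of 20 alternatives, over a range of 0.0166 to 0.118, and was lost under median-of-ratios scaling (0.0956) and without PTH replicate 3 (0.0596), among others.

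**Figure D4:**
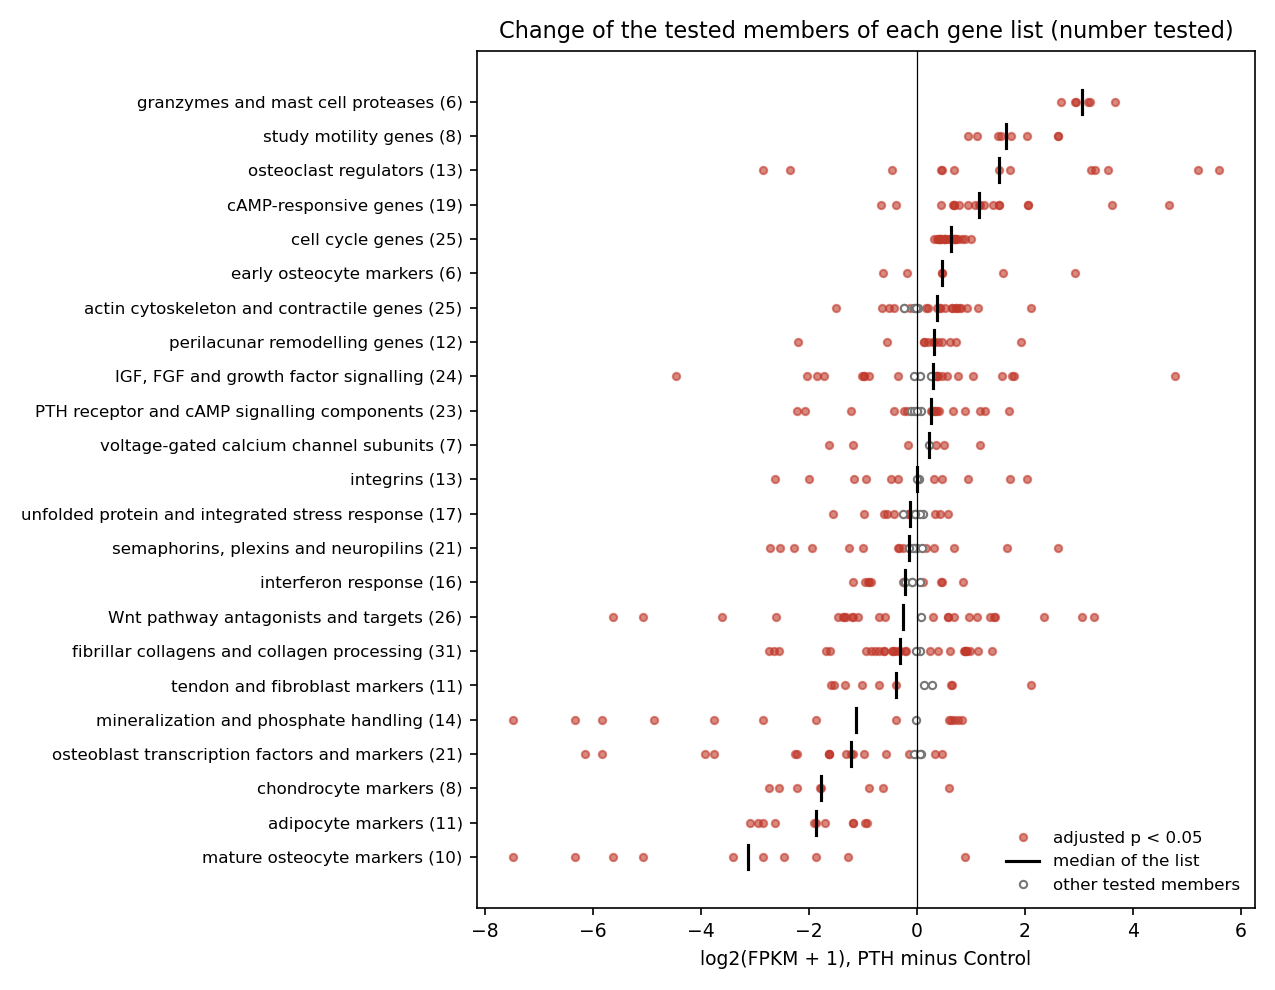
Log2 change with PTH (horizontal axis, difference in log2(FPKM + 1)) of each tested member of the gene lists, a point per gene with called genes marked and a bar at the median of each of the 23 lists tested. Mature osteocyte markers have a median of -3.12 and granzymes and mast cell proteases of 3.07.

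In all, camera called 13 of 23 lists, 4 upward and 9 downward. With an estimated correlation 0 lists were called, with adjusted p from 0.202 to 0.957, and fry called 23. Counts of members adjusted over the list alone were equal to those over all genes in 23 of 26 lists. They differed by 1 gene in the other 3, where 7 PTH receptor and cAMP signalling components fell, 4 calcium channel subunits rose and 12 semaphorins and receptors fell. For the motility genes and the proteases this count is not independent evidence either.

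The authors' deposited table holds 7092 entries that were significant at a q-value of 0.05, 3553 higher and 3539 lower with PTH. A change of at least 2-fold was counted for 1832 of them, 650 higher and 1182 lower, including 7 with a marker in place of the fold change. Those folds hold no pseudocount and no filter on mean FPKM, so this count and the 2-fold count from limma use unlike measures. The authors' deposited table lists Dmp1 at 870.8 FPKM in Control and 3.49 in PTH, Sost at 56.3 and 0.0845, and Tnfsf11 at 2.48 and 117.4. In the authors' deposited table Col1a1, Col1a2 and Sparc are listed at 0 in both groups and Ibsp at 0 in Control, with a q-value of 1, so these 4 abundant genes have no comparison there. Of 11629 symbols with 1 entry in both sources, limma called 8643, and 6516 were significant in the authors' deposited table. Both called 5996, and 5994 of these had the same direction.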

Values the study reported

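The study reported 1794 genes that responded to PTH in the day 28 cells, of which 574 responded positively. It gave the increase of the L-type calcium channel gene Cacna1c as 1.5 fold. Among genes related to motility it listed fold changes in this cell line of 7.44 for Gdnf, 5.77 for Plat, 6.65 for Sema3c, 3.68 for Itga11 and 3.46 for Egfr.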

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

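The tests on the type I collagen genes were chosen after their values were seen. Col1a1 (chromosome 11, 94797584 to 94813170) and Col1a2 (chromosome 6, 4455697 to 4491543) stood out because they had a strong signal in PTH and no estimate in Control. Col1a1 had 5757 ± 137 FPKM and Col1a2 had 5546 ± 214 FPKM (SD, n = 3) in the PTH libraries, and both are listed at 0 in the Control libraries.

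A loss of type I collagen transcripts from Control cells is argued against by the status of both genes, which marks a locus with too many fragments in 3 of 3 Control libraries. The candidate explanation that fragments were present and left out was tested on the rest of the library. With both genes left out on both sides, implied fragments per unit of the total behind the authors' scaling were 4.8% lower in Control than in PTH. The deficit was 3.65% to 6.86% by Control library, against 99.9% to 100.06% of the reference in the PTH libraries. That was so although type I collagen in PTH itself came to 6.84% of the other implied fragments. Implied fragments rest on the bounds and can be off for a locus. Spp1 held 0.439% of them in Control replicate 1 against 0.846% and 0.792% in replicates 2 and 3, though its Control FPKM varied little. A locus with 839059 implied fragments was still estimated, so if 1 limit held for all 6 libraries, the Control level per scaling total was at least 1.28 to 1.69 times that of PTH for Col1a1 and 1.21 to 1.59 times for Col1a2. The deficit and this bound point to a lower level of type I collagen with PTH. Whether 1 limit held is not given in the sources used here, and neither gene has a measured Control level to test. The paper reports from RNA sequencing that PTH lowered Col1a1. The authors' deposited table lists Col1a1 at 0 in both groups, so that fall cannot be checked there.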

How the results depend on the processing

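The rescaling outside the loci with most fragments, the voom weights and the type I collagen genes at 0 were chosen after seeing the data. Of 2126 results under the alternatives for the 107 genes named by the rule, 2123 kept their direction and their side of the threshold. The remaining 3 lost the call, all of Fcer1g when a library was left out, and 0 reversed. Many of these genes were picked for large called changes, so their stability does not extend to calls in general. Leaving out 1 library at a time gave 8081 to 8461 called entries, 1079 to 1094 at least 2-fold and 12 to 14 lists. Of 459 results for lists, 435 were the same, 10 lost the call (interferon response, fibrillar collagens and semaphorins), 12 gained it (osteoclast regulators, perilacunar remodelling genes and tendon and fibroblast markers) and 2 reversed. The interferon call was also lost without PTH replicate 3 (0.0596), and the osteoclast call was gained without Control replicate 1 (0.0445) or 2 (0.0451). The reversed list was PTH receptor and cAMP signalling components, not called by camera in any setting and called upward by fry (adjusted p 0.00526), whose direction in camera turned upward under median-of-ratios scaling (median relative to all genes 0.12, adjusted p 0.963) and without PTH replicate 3 (0.12, adjusted p 0.932, with 0.0717 to 0.1212 over the left-out libraries). The cause was not tested.

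Entries higher with PTH were 3985 under median-of-ratios scaling against 5988, by construction of a scaling that removes the median shift. Entries at least 2-fold lower were 382 with a mean FPKM of at least 5 against 574, where fewer genes were tested (8705). The count of entries changed at least 2-fold depended on the pseudocount. It was 1099 in the main test, 1386 with a pseudocount of 0.1, 1436 with 0.01 and 1431 with voom weights. Lists called were 13 with the preset correlation, 0 with an estimated correlation and 23 with fry, which asks a different question. The authors' deposited table had 7092 significant entries, 1832 with a 2-fold limit and 5993 at a q-value of 0.01. Of the 1099 genes called at least 2-fold, 977 were called so under median-of-ratios scaling, with 0 of opposite sign.

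With the replicate number as a block 8600 entries were called against 8779. That changed no call of the 107 genes named by the rule or of the lists tested with camera. Genes added after their values were seen were not followed one by one under the alternatives. The labels do not tie equal numbers to a shared culture. Deviations of same-numbered libraries correlated at -0.079, 0.002 and -0.038 across genes, and no library correlated best with the library of its own number. Depth limits Sost and Dkk1 in PTH, at 16 and 24 implied fragments over 3 libraries.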

Other observations

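The tests of the loci with most fragments and of the splits of the libraries were chosen after the result was seen, and the pairs and genes named in this part were picked by their values. Fth1, the ferritin heavy chain gene for iron storage, rose from 1209 to 9478 FPKM, a log2 change of 2.97, and had the highest FPKM of any gene in each PTH library. Its processed pseudogenes make the level uncertain. Best1, which lies 79 bases from Fth1 on chromosome 19, rose by 2.33 on the log2 scale.

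Several pairs of genes with no other tested gene between them changed in the same direction. Dcn and Lum on chromosome 10 changed by -1.33 and -1.54 on the log2 scale, Aspn and Omd on chromosome 13 by -1.26 and -1.30, and Prelp and Fmod on chromosome 1 by -2.96 and -1.01. Tgfbi and Cxcl14 on chromosome 13 rose by 4.99 and 2.17, and Tnfsf11 and Akap11 on chromosome 14 by 5.21 and 1.03. The gap was 47338 bases for Dcn and Lum, 15184 for Aspn and Omd, 116113 for Prelp and Fmod, 313051 for Cxcl14 and Tgfbi and 184202 for Tnfsf11 and Akap11, and genes that were not tested can lie in it.

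Genes adjacent among those tested changed at least 2-fold in the same direction more often than shuffled genes. Among 10758 tested genes 121 such pairs did so, against a mean of 49.2 over 10000 shuffles (p = 1e-04, the smallest these permutations can give). Overlapping gene models and fragments shared between paralogs are argued against as the whole cause, since pairs with no overlap and no shared symbol start were still 1.90 times the shuffled mean (85 against 44.8). Transcription running on into the next gene is argued against too, since such pairs at least 10000 bases apart stood at 2.18 times the shuffled mean (67 against 30.7). Shared regulation of neighbouring genes in PTH-treated cells may be a part of this, as a hypothesis found and tested on the same data, and related genes with different names, such as Mcpt8 and Gzme or Dcn and Lum, stay in these counts.

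More genes were called higher than lower with PTH, 5988 against 2791. The authors' deposited table, from the same libraries, had 3553 significant entries higher and 3539 lower. Its group FPKM are scaled otherwise than the values of each library. Dmp1 is at 870.8 in Control and 3.49 in PTH there, against 826.8 and 3.64 here. The excess of rises thus depends on the scaling and the test used. Deeper PTH libraries that raise weakly expressed genes are argued against, since the 1458 genes with a mean FPKM of at least 50 had a median log2 change of 0.164 and the others 0.143. A candidate explanation is that a few loci took a larger share of the Control fragments. Rescaling to the fragments outside type I collagen and the 10 loci with most fragments brought the median of all genes from 0.146 to 0.042. That rescaling sets the remaining totals equal, which lowers a raised median whatever its cause. The drop therefore does not single out this explanation. Of the genes called after that rescaling, 4630 were higher and 3650 lower (55.9% higher), and of those changed at least 2-fold 431 were higher and 657 lower. A broad rise of transcripts with PTH stays open and was not tested.

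The 6 libraries can be split into 3 and 3 in 10 ways, so the share of splits is never under 0.1 and too few for a test. The real split called 8779 entries, 1099 at least 2-fold and 13 lists. The highest of the other splits called 6 entries, 6 at least 2-fold and 12 lists, and 1 of the 10 splits, the real split, reached each of the real values. Every other split mixes the groups unevenly, with more Control libraries on a side and more PTH libraries on the opposite side. Such a split keeps a part of the PTH difference and is not free of the effect. That difference also widens the spread within each side, which lowers the count of called entries. The lists called in a mixed split therefore cannot show whether the preset correlation is too small.

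The ratio of PTH to Control for Cacna1c was 3.13 here. Read as a linear fold, the value quoted from the study above is lower. The authors' deposited table lists Cacna1c at 1.51 FPKM in Control and 4.28 in PTH, with a log2 fold change of 1.499. Those FPKM argue against a linear fold of the quoted size, while the log2 fold change rounds to it. The ratio of 3.13 and the quoted value are therefore most likely on unlike scales and should not be compared directly.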
